A study of Homo sapiens with 4 samples. Its data were reported in "Cis-regulatory control of transcriptional timing and noise in response to estrogen" (2024).

How the data were processed

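Single-cell RNA sequencing was performed on 2 established human cell lines, Ishikawa (endometrial adenocarcinoma) and T-47D (breast carcinoma). The main estrogen, 17β-estradiol (E2), was given at 10 nM and cultures were taken after 2, 4 or 8 h, with a vehicle culture as 0 h. The cells of the 4 time points were tagged with MULTI-seq, in which a DNA barcode anchored in the cell membrane marks the culture of origin, and were then mixed and run as 1 droplet library per line. The series holds 4 libraries, a gene expression library and a MULTI-seq barcode library for each line. No reads were used here.

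The deposited matrices hold counts of unique molecular identifiers (UMIs), which mark single captured transcripts, per gene and cell barcode. The authors made these counts with Cell Ranger 3.1.0, and the matrices contain the barcodes that this program called as cells. The genome build was not given in the sources used here, so no coordinates are given and gene symbols and identifiers are those of the feature lists. A deposited table for each line gives the time point that the authors assigned to each barcode with the demultiplex R package, or a doublet call for a barcode that carried more than 1 tag.

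Barcodes called to 1 time point were kept within the limits stated in the study's methods. For Ishikawa these were 8500 to 35000 UMIs, 2700 to 6000 genes and under 7% mitochondrial UMIs, and for T-47D 7500 to 40000 UMIs, 1500 to 6000 genes and under 20% mitochondrial UMIs. Barcodes called as doublets by their tags and barcodes with no call were left out. A pair of cells from the same time point carries 1 tag and was not removed by the tags. The analyses of fold changes, lists and noise were therefore repeated with a lower UMI limit. In these the upper limit was 1.5 times the median of each line's kept cells, 30513 UMIs in Ishikawa and 31641 in T-47D. Doublets called by their tags within the study's limits had lower medians, 22114 and 25056 UMIs. The lower limit could thus remove only part of such pairs, and an effect of the rest stays open. Co-expression was not repeated under this limit, so an effect of such pairs on it stays open. No further doublet caller was run. The T-47D calls held only barcodes within narrower limits than those stated, with at least 10004 UMIs and at least 3001 genes, so the stated limits removed none of them.

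Each line and time point came from 1 culture, so there were no replicates, and cells of a culture are not replicates. No test and no p-value is therefore given. UMIs were summed over the kept cells of each of the 8 pools and scaled to the pool's total (CPM). Fold changes against 0 h of the same line are on the log2((CPM + 1)/(CPM at 0 h + 1)) scale, which understates the change of low genes. Genes passed the fold rule with a mean of at least 10 CPM over the 4 time points and a change of at least 1.5-fold. Intervals of 95% are exact Poisson intervals for CPM and exact Clopper-Pearson binomial intervals for shares, and intervals of a fold change are those of the plain ratio, without the pseudocount. All intervals cover counting error only, not differences between cultures. The number of genes past the rule was set beside that in 200 simulated sets of unchanged pools of the same totals, drawn with counting error alone. These sets, and the intervals of CPM and fold change, leave out variation between cells.

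Early Up and Early Down genes passed the rule at 2 h. Late Up and Late Down genes passed it at 4 or 8 h and not at 2 h, with the direction of the larger change. Control genes passed the minimum and stayed under 1.25-fold (0.32 on the log2 scale) at 2, 4 and 8 h. Lists of estrogen targets (40 genes), immediate-early genes (20), S phase genes (42), G2/M genes (52) and ribosomal protein genes (36) were fixed from general knowledge, and the members past the minimum were used. The median of a list was placed as a percentile among 10000 random lists of the same size matched on mean CPM, as a description of these pools.

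Noise was measured in the 0 h cells as the coefficient of variation (CV) of UMIs per 10000. The residual of log2(CV + 1) on the log10 mean was taken from a generalised additive model (mgcv 1.9.3, cubic shrinkage spline). In each of 10 bins of genes by mean, the top 20% were called High noise and the bottom 20% Low noise. Co-expression was the median over gene pairs of Spearman's rho across cells thinned to 12539 UMIs in Ishikawa and 14495 in T-47D, the 10th percentile of kept cells. It used 676 and 519 cells at each time point, at most the 100 genes of a class with the highest mean, and 100 control sets matched on mean.

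The genes named in the text followed a rule. They were ESR1, GREB1, TFF1, PGR, TGFA, PEG10 and TOP2A whatever their values; for each line at 2 h and 8 h the 5 genes with the highest and the 5 with the lowest fold change; for each line the 3 genes with the highest and the 3 with the lowest noise residual among genes of at least 50 CPM at 0 h; genes past 1.5-fold in opposite directions in the 2 lines at the same time point, at most 6; and the highest and lowest member of each list at 8 h. A gene under 10 CPM is given by its counts only. The results of 2 genes that this rule named are not reported here. This rule, the fold rule, the classes, the lists and the first set of other settings were fixed before the data were examined.

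The settings fixed in advance were every called cell, the lower UMI limit, TMM factors (edgeR 4.0.16), median-of-ratios size factors, totals without mitochondrial genes, the mean over cells, thinned cells, pseudocounts of 0.1 and 5, minimums of 0, 5 and 50 CPM, and folds of 1.25 and 2. For noise they were a loess curve, a model on the untransformed mean, the Fano factor in thinned cells and separate parts of the 0 h cells for classes and noise. For co-expression they were unthinned values, Pearson correlation and cells with no UMI of the proliferation genes TOP2A and MKI67. Those added after seeing the data left out the 2 reporter features of the Ishikawa matrix, kept only cells under 1% GFP, measured noise in other sets of cells (those without TOP2A and MKI67, those under the lower UMI limit and the 8 h cells), split the cells of every time point, and kept cells under 4% mitochondrial UMIs for the immediate-early list.

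The calculations were tested on simulated data. The pools for the fold rule were again drawn with counting error alone. With 200 genes changed 2-fold, the fold rule recovered 92.0% at 2, 4 and 8 h in Ishikawa pools (7867 genes), 89.0% at 2 and 4 h and 88.5% at 8 h in T-47D pools (7413 genes), and 0 other genes passed. The noise calculation called 100% of 200 overdispersed genes High in both lines (7889 and 7432 genes). For 60 simulated genes with a shared factor the median rho was 0.115 in Ishikawa and 0.117 in T-47D. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and R 4.3.3 were used. Genes with near-identical copies, such as ribosomal protein and histone genes, are uncertain, since counting could divide their reads among copies.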

Results

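Pooled single-cell RNA sequencing measured the response of Ishikawa and T-47D cells to 10 nM E2 at 0, 2, 4 and 8 h. The design asks which genes change after E2, how fast they change, and how much their expression varies between cells. Each time point of each line was 1 culture, so no value below has a replicate, and all intervals cover counting error only.

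The Ishikawa matrix held 14985 cell barcodes, of which 9077 were called to 1 time point, 1906 were called doublets and 4002 had no call. The limits on UMIs, genes and mitochondrial share kept 4613 cells, 776 at 0 h, 1480 at 2 h, 892 at 4 h and 1465 at 8 h. They kept 38.2% of the called cells at 0 h (95% exact binomial interval 36.1% to 40.3%) and 52.4% to 55.8% at the later times. Before filtering, the called 0 h cells had a median of 10483.5 UMIs and 7.29% mitochondrial UMIs, against 16193 UMIs and 4.95% at 2 h. The T-47D matrix held 18188 barcodes, of which 4626 were called to 1 time point and kept, 1525 at 0 h, 1207 at 2 h, 1341 at 4 h and 553 at 8 h. Doublet calls made up 17.4% of the 10983 Ishikawa calls (16.6% to 18.1%) and 23.8% of the 6068 T-47D calls (22.7% to 24.9%). The pools held 15305038, 29865829, 19362627 and 30994433 UMIs at 0, 2, 4 and 8 h in Ishikawa and 33175309, 26525924, 29649051 and 12927799 in T-47D. In kept cells, 12783 genes in Ishikawa and 12066 in T-47D had a mean above 0.01 on the log-normalised scale.

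To find genes that changed after E2, each later pool was compared with 0 h of the same line. Among 7885 Ishikawa genes past the minimum, 62 were higher and 52 lower at 2 h, 50 higher and 49 lower at 4 h, and 64 higher and 37 lower at 8 h. Among 7440 T-47D genes, 91 were higher and 31 lower at 2 h, 99 and 27 at 4 h, and 174 and 54 at 8 h. Simulated unchanged pools gave a mean of at most 0.015 genes in either direction and never more than 1, from counting error alone. They left out variation between cells, so the number that sampling of cells would give is not known. In 2 separate parts of the cells, Ishikawa Early Down held 100 and 46 genes and T-47D Late Up 91 and 210. T-47D Early Up differed less, with 96 and 97. Most genes changed little, with 91.9% to 93.5% of Ishikawa genes and 88.5% to 94.9% of T-47D genes within the limit for control genes, 0.32 on the log2 scale. The counts depended on the fold and on the minimum CPM. In Ishikawa, the genes lower at 4 h numbered 365 with that limit as the fold and 1 at 2-fold, against 49, and the genes higher at 2 h numbered 196 with no minimum and 11 with a minimum of 50 CPM, against 62. Scaling changed the balance of directions in Ishikawa at 4 h, where 50.5% of the genes past the rule were higher with total UMIs, 62.5% with TMM factors and 65.6% with median-of-ratios factors.

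The contrasts of a line share the 0 h pool, which by itself makes them correlate. Across genes, the fold changes at 4 and 8 h correlated at r = 0.79 in Ishikawa and 0.85 in T-47D, against means of 0.61 and 0.36 in simulated unchanged pools. At 2 and 4 h, r was 0.73 against 0.61 in Ishikawa and 0.81 against 0.46 in T-47D. At 2 and 8 h, the Ishikawa value of 0.64 did not exceed the simulated 0.67, while T-47D gave 0.71 against 0.35. The simulated pools left out variation between cells, which the real contrasts share through the 0 h pool. Genes are not independent replicates, and no p-value is given for these correlations.

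Genes were then grouped by the time of their change. In Ishikawa, 62 genes were Early Up, 52 Early Down, 29 Late Up and 50 Late Down. In T-47D, the classes held 91, 31, 108 and 41 genes. The median log2 fold change of Ishikawa Early Up genes was 0.79, 0.81 and 0.66 at 2, 4 and 8 h, and that of Early Down genes was -0.73, -0.51 and -0.36. Of the 52 Ishikawa Early Down genes, 51 had a smaller change at 8 h than at 2 h. In T-47D, the Early Up medians were 0.95, 0.87 and 1.01 and the Early Down medians -0.68, -0.56 and -0.58. Late Up medians were 0.38, 0.55 and 0.70 in Ishikawa and 0.31, 0.48 and 0.71 in T-47D. Late Down medians were -0.35, -0.62 and -0.63 in Ishikawa and -0.25, -0.49 and -0.69 in T-47D. The genes were picked for these same changes, and Late medians at 8 h were smaller in cells not used to pick them. In the 2 directions of a split of the cells, Late Up medians were 0.54 and 0.55 in Ishikawa and 0.61 and 0.29 in T-47D. Late Down medians there were -0.33 and -0.38 in Ishikawa and -0.50 and -0.48 in T-47D. The fold and the minimum CPM both moved the class sizes. With a fold of 0.32 on the log2 scale the T-47D Late Up class grew from 108 to 381 genes, and with a minimum of 50 CPM the T-47D Early Up class fell from 91 to 26.

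**Figure D1:**
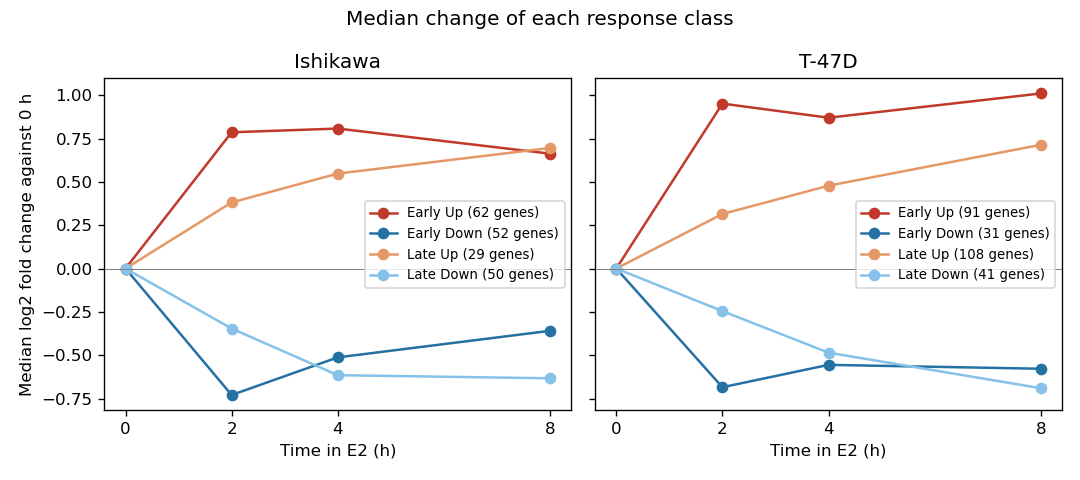
Median log2 fold change against 0 h (vertical axis) of the genes of each response class over time in E2 (horizontal axis, h), for Ishikawa (left) and T-47D (right). The Ishikawa Early Down median went from -0.73 at 2 h to -0.36 at 8 h, while the T-47D Early Up median was 0.95 at 2 h and 1.01 at 8 h.

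Genes chosen in advance include ESR1 (ENSG00000091831), which encodes the estrogen receptor, the known estrogen targets GREB1 (ENSG00000196208), TFF1 (ENSG00000160182) and PGR (ENSG00000082175), the regulated genes TGFA (ENSG00000163235) and PEG10 (ENSG00000242265), and TOP2A (ENSG00000131747), a marker of dividing cells. In Ishikawa, TGFA rose from 11.2 CPM at 0 h (95% Poisson interval 9.62 to 13.0) to 33.1 at 2 h and 42.7 at 8 h (40.5 to 45.1). PEG10 rose more slowly, from 572 CPM to 617 at 2 h, 671 at 4 h and 831 at 8 h. In T-47D, PGR went from 129.5 CPM (126 to 133) to 261 at 2 h and 355 at 8 h (345 to 365), and GREB1 from 10.4 (9.33 to 11.6) to 31.7 and 47.3 (43.6 to 51.2). TFF1 went from 4.88 CPM (4.16 to 5.70) at 0 h to 18.3 at 2 h and 32.6 at 8 h (29.5 to 35.8) in the same line. ESR1 moved from 44.5 to 35.5 CPM by 8 h in Ishikawa and from 25.8 to 39.3 CPM in T-47D, a difference between the lines that was not tested. TOP2A had a log2 fold change at 8 h of -0.46 in Ishikawa and 0.12 in T-47D, while PEG10 changed by 0.29 in T-47D. Below the minimum in Ishikawa, GREB1 had 18, 74, 59 and 121 UMIs at 0, 2, 4 and 8 h, PGR 14, 68, 52 and 146, and TFF1 2, 3, 0 and 0. TGFA had 61, 98, 96 and 49 UMIs in T-47D, where the 8 h pool was the smallest, with 12927799 UMIs.

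**Figure D2:**
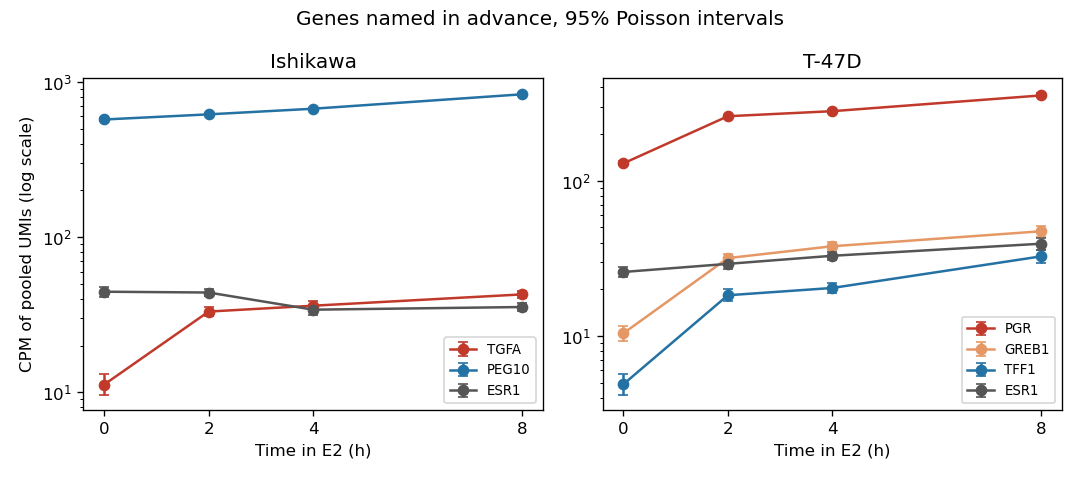
CPM of genes chosen in advance (vertical axis, log scale) over time in E2 (horizontal axis, h) in Ishikawa (left) and T-47D (right), with 95% Poisson intervals for counting error. TGFA was highest in Ishikawa at 8 h, at 42.7 CPM, and PGR, GREB1 and TFF1 were highest in T-47D at 8 h.

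At 2 h in Ishikawa, the highest log2 fold changes were those of G0S2 (2.67), RNF223 (2.01), RGS10 (1.75), DHRS3 (1.75) and FAM43A (1.68), and the lowest those of HSPA6 (-1.78), IER3 (-1.57), DHRS2 (-1.47), ARID5B (-1.09) and SPRY1 (-1.07). At 8 h, DHRS3 (2.95), G0S2 (2.28), NRTN (1.94), TGFA (1.84) and KCNK15 (1.73) were highest and IER3 (-1.38), CRYAB (-1.26), FGFBP1 (-1.13), PRSS8 (-1.001) and KRT5 (-0.94) lowest. G0S2 went from 18.6 CPM (16.5 to 20.9) to 124 at 2 h. In T-47D at 2 h, MYB (2.11), OSGIN1 (2.08), KCTD6 (2.01), RUNX1 (2.01) and CXCL12 (1.91) were highest and NR2F1 (-1.04), S100A8 (-1.02), ARID5B (-0.97), RNF43 (-0.93) and FLRT3 (-0.91) lowest. The highest at 8 h were CXCL12, OLFM1 (2.82), SUSD3 (2.60), TFF1 (2.51) and FMN1 (2.28), and the lowest AC008703.1 (-1.48), FLRT3 (-1.47), IL1R1 (-1.30), DDIT4 (-1.22) and ZNF503 (-1.18). CXCL12 went from 6.09 CPM (5.28 to 6.99) to 59.9 at 8 h (55.7 to 64.2). HSPA6 changed by -0.51 at 2 h, short of the fold rule, in cells under 1% GFP. S100A8 had a CV of 27.4 at 0 h and changed sign under the lower UMI limit, to 1.45 at 2 h, and DHRS2, with a CV of 9.46, went from 0.15 to -0.10 at 8 h with every called cell.

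To set the response beside known targets, the fixed lists were examined. The estrogen list had 21 usable genes in Ishikawa, with a median log2 fold change of 0.24, 0.29 and 0.41 at 2, 4 and 8 h, above all 10000 random lists. In T-47D, 25 genes gave medians of 1.09, 1.02 and 1.24, again above all random lists. A pseudocount of 5 moved this list most, to 0.98 at 2 h in T-47D, and in Ishikawa the restriction to cells under 1% GFP, to 0.39 at 4 h. The lowest and highest members at 8 h were SGK1 (-0.11) and TGFA in Ishikawa, and CCND1 (0.48) and CXCL12 in T-47D. The immediate-early list, which includes genes that respond to handling, had medians of -0.62, -0.18 and 0.10 in Ishikawa (12 genes, below all random lists at 2 h, and -0.42 at 2 h in cells under 1% GFP) and -0.12, -0.13 and -0.03 in T-47D (9 genes). Its members at either end at 8 h were IER3 and EGR1 (1.35) in Ishikawa, and JUNB (-0.50) and IER3 (1.08) in T-47D. S phase genes had medians of -0.04, -0.04 and -0.01 in Ishikawa (39 genes), where the sign changed at 8 h with TMM factors (0.020), median-of-ratios factors (0.022) and every called cell (0.0012), at 4 h with median-of-ratios factors (0.0020) and at 2 h with TMM factors (0.00019), and 0.06, 0.18 and 0.46 in T-47D (30 genes, above all random lists at 4 and 8 h). MCM5 (-0.27), UNG (0.30), UBR7 (-0.03) and DTL (1.03) were the ends in Ishikawa and T-47D. G2/M genes had medians of -0.03, -0.20 and -0.23 in Ishikawa (49 genes, below all random lists at 4 and 8 h) and -0.04, 0.02 and 0.17 in T-47D (39 genes, above all random lists at 8 h). The value at 2 h in Ishikawa was 0.0048 with TMM factors, 0.0011 with median-of-ratios factors and 0.0020 under the lower UMI limit. In cells under 1% GFP the Ishikawa values were -0.17, -0.36 and -0.35 at 2, 4 and 8 h. The value at 4 h in T-47D was -0.12 under the lower UMI limit, -0.0076 with the mean over cells and -0.012 in thinned cells. Under the lower UMI limit the T-47D values at 2 and 8 h were also lower, -0.12 and 0.075. The ends of the G2/M list were CENPE (-0.48) and RANGAP1 (0.17), and CCNB2 (-0.17) and TACC3 (0.59). Ribosomal protein genes had medians of 0.08, 0.06 and 0.05 in Ishikawa and -0.04, -0.00 and 0.01 in T-47D, where the sign at 4 and 8 h changed between scalings. Their ends were RPL3 (-0.03) and RPL35 (0.10), and RPS28 (-0.09) and RPL35 (0.21).

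The lines were compared to ask how far their responses are shared. Of 6404 genes past the minimum in both, 164 were higher in either line at any time and 19 of these in both (11.6%, 7.12% to 17.5%), against a mean of 1.01 in matched random draws. Of 75 lower in either line, 11 were lower in both (14.7%, 7.56% to 24.7%), against a mean of 0.313. The intervals overlap, and the difference between directions was not tested. The order of the shares varied with time, with 12 of 74 genes higher in both lines and 9 of 38 lower in both at 2 h, 7 of 77 and 1 of 34 at 4 h, and 12 of 138 and 2 of 47 at 8 h. Across genes, the fold changes of the lines correlated at r = 0.24, 0.30 and 0.30 at 2, 4 and 8 h, with rho of 0.11, 0.27 and 0.30. The share of genes lower at any time moved most with no minimum, to 4.77%.

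Noise at 0 h was compared between the classes to ask whether genes that respond to E2 vary more between cells. The median CV was 1.46 in Ishikawa and 1.32 in T-47D. The residuals of the lines correlated at rho = 0.48 across the 6404 shared genes, and 668 of the 1280 Ishikawa High genes (52.2%) were High in T-47D. In Ishikawa, 67.7% of Early Up genes (54.7% to 79.1%), 94.2% of Early Down genes (84.1% to 98.8%), 55.2% of Late Up genes (35.7% to 73.6%) and 78.0% of Late Down genes (64.0% to 88.5%) were High, against 15.2% of control genes. In T-47D, the shares were 49.5% (38.8% to 60.1%), 87.1% (70.2% to 96.4%), 66.7% (56.9% to 75.4%) and 90.2% (76.9% to 97.3%), against 15.1%. All 8 shares lay above every one of 10000 random lists matched on mean. Low noise was found in 3.23%, 0%, 10.3% and 0% of the same classes in Ishikawa and in 13.2%, 0%, 6.48% and 0% in T-47D. Several settings moved these shares. The Early Up share was 90.9% in Ishikawa and 73.1% in T-47D with a minimum of 50 CPM, and 45.2% in Ishikawa with every called cell. With a fold of 0.32 on the log2 scale the Ishikawa Late Up share of 23.2% was no longer above the central 95% of random lists (upper end 25.3%). At 2-fold, Ishikawa Late Down (66.7% of 3 genes) and T-47D Early Down (100% of 2 genes) were not above it either. Residuals were ranked among genes of at least 50 CPM at 0 h only. The highest were those of DHRS2, ATF3 and ANKRD1 in Ishikawa and HIST1H4C, TOP2A and PIP in T-47D. Their CVs were 9.46, 3.70, 2.32, 4.01, 4.14 and 3.09. The lowest residuals among genes past that limit were those of RAB5IF, NDUFAB1 and DNAJC8, and of RPL41, RPS24 and RPL30.

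**Figure D3:**
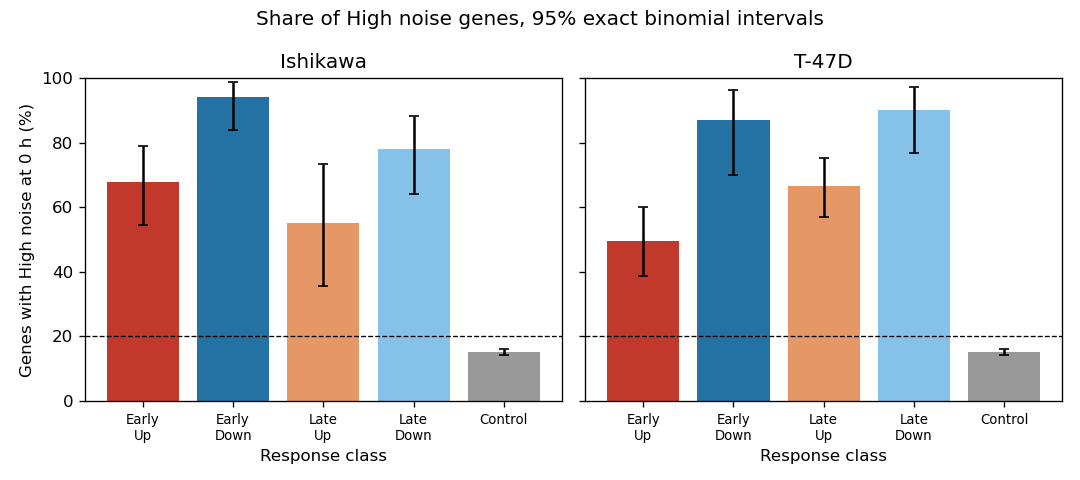
Share of genes with High noise at 0 h (vertical axis, %) in each response class and in control genes (horizontal axis) for Ishikawa (left) and T-47D (right), with 95% exact binomial intervals. The dashed line marks the 20% of all genes that are High, and the shares of the response classes ran from 49.5% to 94.2%.

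Co-expression within classes was followed over time. In Ishikawa, the median rho of Early Up genes was 0.0150 at 0 h and 0.0361, 0.0344 and 0.0297 at 2, 4 and 8 h, while their 100 control sets ran from 0.00212, at 2 h, to 0.0121, at 4 h. Early Down genes had 0.0434, 0.0598, 0.0544 and 0.0658. Late Up genes had 0.00865, 0.0105, 0.0197 and 0.0170, and Late Down genes 0.0190, 0.0163, 0.0112 and 0.0131. In T-47D, Early Up genes had 0.0135, 0.0341, 0.0188 and 0.0233, Early Down genes 0.0185, 0.0117, 0.0132 and 0.0116, Late Up genes 0.0142, 0.0125, 0.0189 and 0.0222, and Late Down genes 0.0167, 0.0138, 0.0157 and 0.0218. These values are small, and 13 of the 16 in Ishikawa and 15 of the 16 in T-47D were above all control sets. The sets were matched on mean and not on noise, and the classes held more High noise genes than control genes did. An effect of noise on this excess stays open. The largest shift of the change from 0 h to 8 h was in cells with no UMI of TOP2A and MKI67, to 0.0419 against 0.0224 for Ishikawa Early Down genes. It changed direction for T-47D Early Down genes in those cells and with a minimum of 50 CPM, and for Ishikawa Late Down genes without thinning and in cells under 1% GFP.

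IER3 passed 1.5-fold in opposite directions in the lines. It had log2 fold changes of -1.57, -1.57 and -1.38 in Ishikawa and 1.27, 0.96 and 1.08 in T-47D at 2, 4 and 8 h.

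The Ishikawa matrix also contained features for the reporters GFP and tdTomato, and the T-47D matrix held 0 such features. GFP made up 3.87% of the UMIs of kept Ishikawa cells, 46740.4 CPM at 0 h, 31688 at 2 h, 39547 at 4 h and 41036 at 8 h. The share of a cell's UMIs ran up to 73.3%, with a median of 0.566%.

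**Figure D4:**
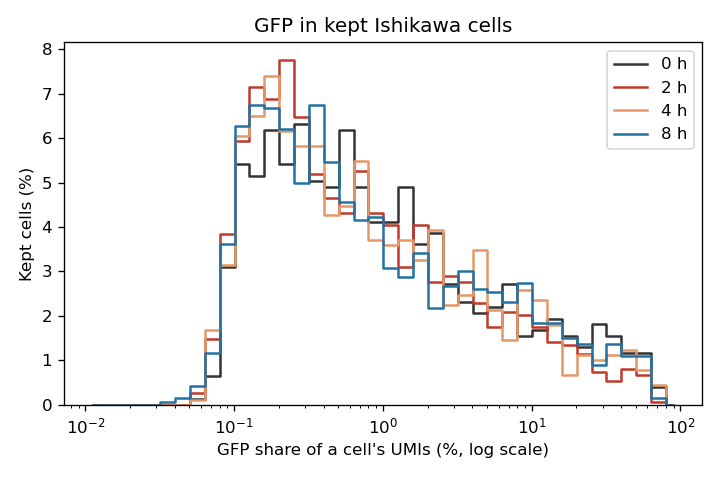
Share of each kept Ishikawa cell's UMIs that were GFP (horizontal axis, %, log scale) against the share of kept cells (vertical axis, %), with 1 line per time point. Of all kept cells, 61.3% lay under 1% and 10.4% at 10% or more.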

Values the study reported

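The study reported 12,756 genes in Ishikawa and 11,395 in T-47D after its filter on very low means. It gave 491 to 1,146 differential genes for each comparison of an E2 time point with 0 h, from a test over single cells without a minimum fold change. Trajectories of Up genes were described as shared between the lines more than those of Down genes (p = 0.013). The planned recovery was 10,000 cells.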

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

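Of the tests in this part, those of the concentration of GFP, of the scaling of the pools and of the other immediate-early genes were chosen only after the result was seen, and for those of GFP in near-empty barcodes and of the share of cells with IER3 the deciding outcomes were written first.

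IER3 stood out because it moved in opposite directions in the 2 lines under the same treatment. It changed by -1.57, -1.57 and -1.38 on the log2 scale at 2, 4 and 8 h in Ishikawa, from 24.0 CPM at 0 h to 7.43, 7.39 and 8.61, and by 1.27, 0.96 and 1.08 in T-47D, from 123 CPM. The difference between the lines was not tested, since each line had 1 culture per time point. Scaling was not the whole cause, since the median gene differed by at most 0.059 between any 2 scalings at a time point and the smallest IER3 change under any of them was 0.96. In cells thinned to 1 depth, the Ishikawa share with an IER3 UMI fell from 8.43% (6.45% to 10.8%) at 0 h to 3.91% (2.92% to 5.11%) at 2 h. The T-47D share rose from 63.9% to 78.6% (9.02% to 4.86% and 71.5% to 82.7% without thinning). These moves were the outcome written beforehand against a few cells with many IER3 UMIs. In T-47D, where most cells had a UMI, such cells cannot be the whole cause. In Ishikawa only 57 of 676 cells at 0 h and 51 of 1305 at 2 h had one. A small group of cells sampled unevenly therefore stays open in that line. Handling of the Ishikawa 0 h culture might lower immediate-early genes at later times. The median of the other 11 such genes was -0.58 at 2 h and 0.11 at 8 h, when IER3 was still low, but at 8 h 8 of them were higher and 3 were not, so handling and a response of IER3 in this line cannot be told apart. A response that differs between the cell lines remains a hypothesis, and differences between single cultures stay open.

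GFP stood out because it is a strong signal in features on which the comparisons do not rest. It took 3.87% of the UMIs of kept Ishikawa cells, and every kept cell had at least 5 GFP UMIs. Free RNA in the droplets cannot be the source of all of it, because the 10% of cells with most GFP held 71.2% of the GFP UMIs. For the 2830 cells under 1% GFP, with a median of 48 GFP UMIs in 21016, free RNA and low expression cannot be told apart. The 503 barcodes under 1500 UMIs had a median of 19 GFP UMIs, a ratio of 0.396. A ratio under 0.5 had been written beforehand as the outcome against free RNA, and only after the value was seen was it judged too weak to decide, because near-empty droplets may also catch less free RNA. GFP made up a median of 2.60% of the UMIs of those barcodes. A culture in which some cells carry a reporter is a candidate source, and no biological explanation was tested. No count of genes past the fold rule in Ishikawa moved by more than 1.5 times when the reporters were left out of the totals. In cells under 1% GFP, the genes lower at 4 and 8 h did, to 79 and 67 against 49 and 37. The other counts past the rule stayed within 1.5 times in those cells.

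The second reporter feature, tdTomato, was detected at 48.1 CPM, in 31.8% of kept cells, and at most 0.252% of a cell's UMIs. By time point it was at 31.4 CPM at 0 h, 55.0 at 2 h, 56.7 at 4 h and 44.5 at 8 h. The reporter sequences were not analysed here, so shared sequence between the features was not tested.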

How the results depend on the processing

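Alternatives added after seeing the data, and so not planned, were the totals without reporters, the cells under 1% GFP, the class in both parts of the cells, the split of all time points, and noise in the 8 h cells, under the lower UMI limit and in cells without TOP2A and MKI67. For T-47D, every called cell gave the same cells and no separate value. No paired analysis was possible because each line and time point had 1 culture and no test was made.

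Of 174 counts of genes past the fold rule under alternatives, 108 stayed within 1.5 times the main count, 36 were larger and 30 smaller. Of 116 class sizes, 72 stayed within it, 25 were larger and 19 smaller. Of 57 medians of the estrogen list, 46 stayed within 1 SD of random lists and all kept their sign. Of 112 shares of genes common to both lines, 97 stayed within the main interval and 15 were smaller. Of 135 shares of High noise, 101 stayed within the main interval, 16 were larger and 18 smaller, and of 135 shares of Low noise 124 stayed, 2 were larger and 9 smaller. Of 72 co-expression values, 14 stayed within the spread, 41 were larger, 13 smaller and 4 reversed. Of 2091 fold changes of named genes, 1848 stayed within the counting interval, 81 were larger, 152 smaller and 10 reversed. The direction of the genes past the rule in Ishikawa leaned to lower with every called cell, with 29.3%, 26.7% and 36.9% higher at 2, 4 and 8 h against 54.4%, 50.5% and 63.4%, and to higher at 4 h with TMM (62.5%) and median-of-ratios factors (65.6%).

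The values that moved for the main comparisons are given by setting, with the value of the report after the word main. So are the changes of sign of named genes and of the co-expression change from 0 h to 8 h. Changes of sign of list medians are given with the lists in the results. Those of co-expression changes from 0 h to 2 h or 4 h are not given. Other moved values of the families counted above are in those counts only. For other minimums and folds, the number of genes admitted or the threshold accounts for the counts, and a larger pseudocount shrinks the change of low genes. For every other setting, and for shares and co-expression under all of them, the cause was not tested.

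With every called cell of Ishikawa, without limits on UMIs, genes or mitochondrial share, 111, 118 and 82 genes were lower at 2, 4 and 8 h (main 52, 49 and 37) and the classes held 111 Early Down and 88 Late Down genes (main 52 and 50). In Ishikawa the share of High noise was 45.2% for Early Up and 76.9% for Early Down (main 67.7% and 94.2%) and DHRS2 changed sign to -0.10 on the log2 scale at 8 h (main 0.15). With TMM factors, in Ishikawa the estrogen list median was 0.27 at 2 h (main 0.24). With median-of-ratios size factors, in Ishikawa 32 genes were lower at 4 h (main 49) and the estrogen list median was 0.27 and 0.33 at 2 and 4 h (main 0.24 and 0.29). With the mean over cells, in Ishikawa the estrogen list median was 0.36 and 0.45 at 4 and 8 h (main 0.29 and 0.41) and DHRS2 changed sign to -0.058 on the log2 scale at 8 h (main 0.15). In T-47D S100A8 changed sign to 0.23 on the log2 scale at 8 h (main -0.57). With every cell thinned to 1 depth, in Ishikawa the classes held 51 Late Up genes (main 29) and DHRS2 changed sign to -0.12 on the log2 scale at 8 h (main 0.15). In T-47D S100A8 changed sign to 0.16 on the log2 scale at 8 h (main -0.57) and PIP changed sign to -0.0052 on the log2 scale at 2 h (main 0.08). Under the lower UMI limit, in Ishikawa the estrogen list median was 0.34 at 4 h (main 0.29). In T-47D S100A8 changed sign to 1.45, 1.24 and 1.87 on the log2 scale at 2, 4 and 8 h (main -1.02, -1.15 and -0.57) and HIST1H4C changed sign to -0.062 on the log2 scale at 4 h (main 0.15). With a pseudocount of 0.1 CPM, in T-47D the estrogen list median was 1.13 and 1.04 at 2 and 4 h (main 1.09 and 1.02). With a pseudocount of 5 CPM, in Ishikawa 41 genes were higher at 2 h (main 62) and 31, 23 and 22 genes were lower at 2, 4 and 8 h (main 52, 49 and 37). In Ishikawa the classes held 41 Early Up, 31 Early Down and 28 Late Down genes (main 62, 52 and 50). In T-47D 16 genes were lower at 4 h (main 27) and the estrogen list median was 0.98 at 2 h (main 1.09).

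With no minimum CPM, which admits more genes, in Ishikawa 196, 186 and 212 genes were higher at 2, 4 and 8 h (main 62, 50 and 64) and 183, 248 and 179 genes were lower at 2, 4 and 8 h (main 52, 49 and 37). In Ishikawa the classes held 196 Early Up, 183 Early Down, 149 Late Up and 274 Late Down genes (main 62, 52, 29 and 50). In T-47D 204, 219 and 413 genes were higher at 2, 4 and 8 h (main 91, 99 and 174) and 76, 87 and 200 genes were lower at 2, 4 and 8 h (main 31, 27 and 54). In T-47D the classes held 204 Early Up, 76 Early Down, 291 Late Up and 199 Late Down genes (main 91, 31, 108 and 41). The share of genes lower at any time that both lines shared was 4.77% (main 14.7%). With a minimum of 5 CPM, which admits more genes, in Ishikawa 98, 87 and 101 genes were higher at 2, 4 and 8 h (main 62, 50 and 64) and 88, 89 and 69 genes were lower at 2, 4 and 8 h (main 52, 49 and 37). In Ishikawa the classes held 98 Early Up, 88 Early Down, 49 Late Up and 89 Late Down genes (main 62, 52, 29 and 50). In T-47D 89 genes were lower at 8 h (main 54) and the classes held 75 Late Down genes (main 41). With a minimum of 50 CPM, which leaves fewer genes, in Ishikawa 11, 9 and 16 genes were higher at 2, 4 and 8 h (main 62, 50 and 64) and 14, 10 and 9 genes were lower at 2, 4 and 8 h (main 52, 49 and 37). In Ishikawa the classes held 11 Early Up, 14 Early Down, 10 Late Up and 12 Late Down genes (main 62, 52, 29 and 50) and the share of High noise was 90.9% for Early Up, 100% for Early Down and 91.7% for Late Down (main 67.7%, 94.2% and 78.0%). In Ishikawa the co-expression change from 0 h to 8 h was 0.0317 for Early Up, 0.0398 for Early Down, 0.000512 for Late Up and -0.0144 for Late Down (main 0.0148, 0.0224, 0.00831 and -0.00589). In T-47D 26, 34 and 51 genes were higher at 2, 4 and 8 h (main 91, 99 and 174) and 12, 7 and 17 genes were lower at 2, 4 and 8 h (main 31, 27 and 54). In T-47D the classes held 26 Early Up, 12 Early Down, 32 Late Up and 11 Late Down genes (main 91, 31, 108 and 41) and the share of High noise was 73.1% for Early Up and 100% for Early Down (main 49.5% and 87.1%). In T-47D the co-expression change from 0 h to 8 h was 0.0281 for Early Up, 0.00342 for Early Down, reversed, 0.0231 for Late Up and 0.0238 for Late Down (main 0.00978, -0.00690, 0.00796 and 0.00513). The share of genes higher at any time that both lines shared was 6.67% (main 11.6%).

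At a fold of 0.32 on the log2 scale, a looser threshold, in Ishikawa 189, 202 and 307 genes were higher at 2, 4 and 8 h (main 62, 50 and 64) and 323, 365 and 332 genes were lower at 2, 4 and 8 h (main 52, 49 and 37). In Ishikawa the classes held 189 Early Up, 323 Early Down, 237 Late Up and 316 Late Down genes (main 62, 52, 29 and 50) and the share of High noise was 48.1% for Early Up, 71.5% for Early Down, 23.2% for Late Up and 52.2% for Late Down (main 67.7%, 94.2%, 55.2% and 78.0%). In T-47D 254, 334 and 529 genes were higher at 2, 4 and 8 h (main 91, 99 and 174) and 125, 205 and 330 genes were lower at 2, 4 and 8 h (main 31, 27 and 54). In T-47D the classes held 254 Early Up, 125 Early Down, 381 Late Up and 303 Late Down genes (main 91, 31, 108 and 41) and the share of High noise was 68.0% for Early Down, 44.4% for Late Up and 56.8% for Late Down (main 87.1%, 66.7% and 90.2%). At a fold of 2, a stricter threshold, in Ishikawa 16, 16 and 20 genes were higher at 2, 4 and 8 h (main 62, 50 and 64) and 7, 1 and 4 genes were lower at 2, 4 and 8 h (main 52, 49 and 37). In Ishikawa the classes held 16 Early Up, 7 Early Down, 10 Late Up and 3 Late Down genes (main 62, 52, 29 and 50) and the share of High noise was 87.5% for Early Up, 100% for Early Down and 90.0% for Late Up (main 67.7%, 94.2% and 55.2%). In T-47D 39, 39 and 61 genes were higher at 2, 4 and 8 h (main 91, 99 and 174) and 2, 2 and 10 genes were lower at 2, 4 and 8 h (main 31, 27 and 54). In T-47D the classes held 39 Early Up, 2 Early Down, 30 Late Up and 10 Late Down genes (main 91, 31, 108 and 41) and the share of High noise was 64.1% for Early Up, 100% for Early Down and 100% for Late Down (main 49.5%, 87.1% and 90.2%). With so few genes, the T-47D Early Down share (2 genes) and the Ishikawa Late Down share of 66.7% (3 genes) were not above the central 95% of random lists.

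In Ishikawa cells under 1% GFP, 79 and 67 genes were lower at 4 and 8 h (main 49 and 37) and the classes held 87 Late Down genes (main 50). In Ishikawa the estrogen list median was 0.39 and 0.45 at 4 and 8 h (main 0.29 and 0.41) and the share of High noise was 53.2% for Early Up (main 67.7%). In Ishikawa the co-expression change from 0 h to 8 h was 0.0104 for Early Up, 0.0341 for Early Down and 0.00255 for Late Down, reversed (main 0.0148, 0.0224 and -0.00589). In cells with no UMI of TOP2A and MKI67, in Ishikawa the share of High noise was 62.0% for Late Down (main 78.0%) and the co-expression change from 0 h to 8 h was 0.0126 for Early Up, 0.0419 for Early Down and 0.0142 for Late Up (main 0.0148, 0.0224 and 0.00831). In T-47D the co-expression change from 0 h to 8 h was 0.00217 for Early Down (reversed) and 0.0102 for Late Up (main -0.00690 and 0.00796).

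With noise measured in the 8 h cells, in Ishikawa the share of High noise was 83.9% for Early Up (main 67.7%). In T-47D the share of High noise was 68.1% for Early Up and 73.2% for Late Down (main 49.5% and 90.2%). With classes and noise from separate parts of the 0 h cells, in Ishikawa the share of High noise was 82.4% for Early Down (main 94.2%). In T-47D the share of High noise was 76.5% for Late Down (main 90.2%). With classes from one part of the cells of every time point and noise from the other part of the 0 h cells, in Ishikawa the share of High noise was 82.0% for Early Down (main 94.2%). In T-47D the share of High noise was 48.4% for Late Up and 68.2% for Late Down (main 66.7% and 90.2%). For genes in the same class in both parts of the cells, in T-47D the share of High noise was 56.0% for Late Up (main 66.7%). With unthinned UMIs per 10000, in Ishikawa the co-expression change from 0 h to 8 h was 0.0197 for Early Up, 0.0261 for Early Down and 0.000788 for Late Down, reversed (main 0.0148, 0.0224 and -0.00589). In T-47D the co-expression change from 0 h to 8 h was 0.0158 for Early Up, -0.0111 for Early Down, 0.0110 for Late Up and 0.00204 for Late Down (main 0.00978, -0.00690, 0.00796 and 0.00513). With Pearson correlation of log2 values, in Ishikawa the co-expression change from 0 h to 8 h was 0.0234 for Early Up, 0.0363 for Early Down, 0.00324 for Late Up and -0.000651 for Late Down (main 0.0148, 0.0224, 0.00831 and -0.00589). In T-47D the co-expression change from 0 h to 8 h was 0.0153 for Early Up (main 0.00978).

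The smallest pool of T-47D was that at 8 h, with 553 cells and 12927799 UMIs. The smallest of Ishikawa was that at 0 h, with 776 cells and 15305038 UMIs. That Ishikawa pool is the control of every contrast of the line. Genes under 10 CPM were not called.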

Other observations

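For 6 tests in this part the deciding outcomes were written only after the values were seen, those of the shared 0 h cells, the GFP share, proliferating cells and depth for noise, that of genes picked for their 2 h values, and that of the GFP share for co-expression. For the remaining tests they were written before the values were seen, though after the patterns.

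Response genes were often High noise genes at 0 h. Sharing the same 0 h cells between classes and noise was not the whole cause, since with separate parts of these cells the lowest share of High among 8 classes was 54.9%. Sampling of few cells could let noisy genes pass the fold rule, but among genes that passed in the same direction in both parts of the cells the lowest share was 54.7%. The lowest share was 41.4% among the 4 Ishikawa classes in cells under 1% GFP, and among 8 classes 51.7% in cells with no UMI of TOP2A and MKI67, 49.5% with the Fano factor in thinned cells, 48.4% under the lower UMI limit and 68.1% with noise from the 8 h cells. Each of these was above the central 95% of matched random lists, whose upper end for the lowest classes ran from 28.6% to 34.5%. The lower UMI limit could remove only part of the pairs of cells from the same time point, so an effect of the rest stays open. Every value came from the same cultures. Genes that vary between cells may also vary between cultures, and without a second culture at any time point this stays open. That such genes are the ones that respond to E2 is a hypothesis.

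The immediate-early list was lower at 2 h than at 0 h in Ishikawa and back by 8 h. The called 0 h cells had more mitochondrial UMIs and the limits removed most of them. The fall was -0.53 in cells under 4% mitochondrial UMIs and -0.63 with every called cell, more than 3 SD below matched random lists in both, which argues against either as the whole cause. It was smaller, -0.42, in cells under 1% GFP, and the cause of that shift was not tested. Handling of the vehicle culture alone would lower the list at 2, 4 and 8 h alike. The medians were -0.62, -0.18 and 0.10, with 0, 4 and 8 of the 12 genes higher. This argues against such handling as the whole cause, while a part in the fall stays open. An effect of E2 at 2 h and a difference of the single 2 h culture also stay open, and neither was tested. The 0 h pool enters every contrast of this line.

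The Ishikawa Early Down genes moved back towards 0 h by 8 h. Genes picked for an extreme value at 2 h would move back by chance, and in cells not used to pick them the 2 h medians were indeed smaller, -0.42 and -0.64 in the 2 directions of the split against -0.73. The 8 h medians there were -0.17 and -0.32, and the smaller gap of the 2 was 0.25. Picking of genes through sampling of cells is thus unlikely to be the whole cause. Both parts came from the same cultures, so picking for a deviation of the single 2 h culture stays open. Of the 12 usable immediate-early genes, 6 passed the rule as lower at 2 h and so were among the 52 Early Down genes. The medians of the other Early Down genes alone were not calculated.

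Co-expression in the Ishikawa classes was above all control sets in 13 of 16 values. In cells under 1% GFP, all 13 of these stayed above the control sets, so differences in GFP above that limit were not the whole cause. Cells under the limit still differ in their GFP share, and an effect of that part stays open. The control sets were not matched on noise, so an effect of noise stays open too. The Early Up rise from 0 h to 2 h was 0.0212 in Ishikawa and 0.0206 in T-47D. With the UMIs of each gene at 2 h thinned to its 0 h CPM, changes of 0.00670 and 0.00535 were left, 4.45 and 3.80 SD above the control sets. Most of the rise may thus come from more UMIs per cell, while the small remainder was not removed.

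The matrices held 14985 barcodes in Ishikawa and 18188 in T-47D, of which 4613 and 4626 were kept. In both lines the first is higher and the second lower than the planned recovery quoted from the study above. Genes past the fold rule in either direction numbered 99 to 228 per time point. That is lower than the counts quoted from the study above, which rest on a test over cells with no minimum fold.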
